A study of Mus musculus with 39 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

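The data were Agilent 1-colour array measurements of total RNA from mouse subcutaneous adipose tissue, with 39 arrays in 5 diet groups as described in the results. Per the file headers, each array file holds spot intensity values in scanner units from Agilent Feature Extraction 10.5.1.1, which had subtracted the background and corrected for spatial trends within the array, and no normalization between arrays had been applied. The array files also hold flags of 0 or 1 for each spot (well above background, saturated, outlier). The deposited series table holds log2 ratios of each array to the LFC array of the same time point, which the authors had made with Agilent GeneSpring GX. Its 10 LFC columns were 0 throughout. No LFC array of Day 1 is among the samples, so the reference of the Day 1 ratios is not known. The symbol differed from that in the array files for 4 probes. The array annotation and the gene reference used different genome builds, so no coordinates are given.

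For the main values, the processed intensity of each spot was put on the log2 scale and the 75th percentile of its array was subtracted. Spots with an outlier flag were left out, and replicate spots of a probe were averaged. Each gene name was represented by the probe with the highest mean over all arrays. A gene was tested when it was well above background on at least as many arrays as the smallest group in the fit, which left 19873 genes for the fit of HFC and LFC and 21087 for the fit of Week 3 to Week 18. All levels are on this scale, so a level of 0 is the 75th percentile of the array.

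Comparisons were fitted with limma 3.58.1 in R 4.3.3 with the time point as a block, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Tests are two-sided. HFC and LFC were compared over the 10 time points that have both, with a term for late against early time points in a second fit. The 5 diets of Week 3 to Week 18 (30 arrays) were compared in a single fit, which gives HFC against LFC, each dose against HFC and against LFC, the doses together against HFC, and the dose order. The change per week was fitted with the diets as covariates and no block, so its spread is that of single arrays around a line, which treats the arrays of a week as independent. An array stands for 1 diet at 1 time point, so the spread behind each diet comparison is that of diet differences between time points, and a diet effect that changes with time adds to it. Replicate numbers follow the order of deposition and carry no pairing beyond the time point.

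The rule for naming genes was fixed before the data were examined. For each comparison it took up to 5 genes with the largest and 5 with the smallest log2 change among those with an adjusted p under 0.05 and the same sign at every time point, and, where none passed, the 3 genes with the smallest p. For the change per week the condition on the sign at each time point has no meaning and was not applied. A list of 11 genes was always named: Lep, Mest, Sfrp5, Scd1, Fasn, Ucp1, Adipoq, Cd68, Emr1, Itgax and Ccl2. Where a gene was well above background on none of the arrays of a group, no size is given for its difference.

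Lists of genes for 8 functions (adipokines and adipose expansion, lipogenesis, cholesterol synthesis, mature adipocyte, macrophage and inflammation, extracellular matrix, thermogenic, oxidative phosphorylation) were tested with camera, with fry and camera with an estimated correlation as alternatives. Spots left out for a flag took the value that the model fits for them in these tests. The mean of each list and of lists for skeletal muscle, lymphocytes, mammary and simple epithelium, skin, red blood cells, liver, Y-linked genes, X-inactivation, the circadian clock, immediate early genes and the cell cycle was taken on each array. A heat shock list of 7 genes on the array was added after these were seen. In groups of 4 to 10 arrays the array farthest from the others was set against the 95% critical value of Dixon's ratio, which chance alone passes in about 1 in 20 groups.

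The 2-fold count used a log2 difference of at least 1 between 2 arrays of a time point. Genes of the study's liver paths were set against 10000 random lists drawn from the 100 neighbours of each gene in mean expression. Movement towards LFC was planned on the genes called for HFC against LFC. Since limma called 0 genes there (1165 at an unadjusted p under 0.05), all filtered genes were used, and the slopes were set against 1000 draws of whole residual arrays, of which the central 95% is given. Each limma count was also set against up to 100 splits of the same arrays, the real one included, made by exchanging diets within time points, by exchanging early and late time points or, for the change per week, by exchanging weeks. Correlations across arrays were tested with permutations.

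Alternatives were normexp background correction with an offset of 50, quantile normalization, no filter, a filter on every array, all probes, outlier spots kept, an intensity trend with a robust prior, no block, the scan day within a time point as block, the slide as a random block, each time point left out, Day 14 and Week 0 averaged, an unmoderated comparison of group means over time points and the deposited log2 ratios. Added after the data were seen were array quality weights, the immediate early mean as a covariate, the Week 12 arrays of HF5 and HF20 exchanged, Day 1 from the deposited table, 1 mean per week for the change per week, normexp estimated without spots more than 30 units below their local background, and, for the lists, both versions of normexp, the exchange of the Week 12 arrays and a sign-change test. The unmoderated comparison was an unpaired t-test on the arrays of the diets compared alone, with a pooled spread and no block for the time point. The model code, the list tests and the slopes were tested on simulated data with known changes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the files and drew the figures. The Day 1 array of HFC has no LFC array of Day 1 in the comparisons and entered only through the deposited table and the list means.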

Results

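Gene expression was measured in subcutaneous adipose tissue of C57BL/6J mice with 39 Agilent 1-colour arrays. The mice ate a low-fat control diet (LFC, 10 arrays), a high-fat diet (HFC, 11 arrays) or that high-fat diet together with KAL-1, a botanical formulation, at 5 µg (HF5, 6 arrays), 20 µg (HF20, 6 arrays) or 75 µg (HF75, 6 arrays). LFC and HFC were both measured at 10 time points, of which 4 were early (Day 6, Day 10, Day 14 and Week 0) and 6 were late (every 3 weeks from Week 3 to Week 18). HFC also had an array at Day 1, and the KAL-1 diets were measured from Week 3 to Week 18. Each diet had 1 array per time point, so a difference at a single time point had no replicate check, and the spread of a diet difference was taken over time points. The series description speaks of biological replicates for each diet, but the labels do not state whether an array held RNA of 1 mouse or of several, so n counts arrays and not mice. The number of arrays limits the precision of every comparison.

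Every array carried 43803 spots other than controls, which stood for 29411 gene names. The share of spots well above background ran from 49.3% on the HF75 array of Week 3 to 87.8% on the HF20 array of Week 15, with a median of 65.7%. The intensity at the 75th percentile ran from 108 on the LFC array of Week 18 to 1285 on the HF75 array of Week 12. The number of spots with an outlier flag ran from 17 to 4936, with a median of 42 and a second highest value of 474. The arrays lay on 36 slides, of which 3 held 2 arrays, and had been scanned on 14 days. Arrays of a time point had shared a scan day, except at Day 6, Week 6 and Week 12, so the block for the time point also took up most of the difference between scan days.

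The first comparison asked what the high-fat diet did to expression. With limma, 0 of 19873 genes had an adjusted p under 0.05 for HFC against LFC over the 10 time points with both diets, while 1165 genes had an unadjusted p under 0.05. An unmoderated comparison of group means over the time points also gave 0 genes after adjustment and 422 genes at an unadjusted p under 0.05. It was unpaired and had no block, and limma without the block gave 468 genes at an unadjusted p under 0.05. The study compared group means between replicates of a time point, which 1 array per diet did not allow here. Over 26 alternatives the adjusted count was 0 and the unadjusted count ran from 422 to 3372. The difference between the late time points (Week 3 to Week 18) and the early ones (Day 6 to Week 0) in the effect of the diet also gave 0 genes in limma, with 375 genes at an unadjusted p under 0.05. When the diets were compared over Week 3 to Week 18 in the fit of all 30 arrays of those weeks, limma gave 0 of 21087 genes for HFC against LFC and 1067 at an unadjusted p under 0.05, and the unmoderated comparison gave 0 and 368.

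In data with 200 genes changed by a known amount, limma recovered 14.0% of them at a log2 change of 1, 79.0% at 2, 94.5% at 3 and 94.5% at 4 for HFC against LFC among 19610 genes. For HF20 against HFC it recovered 8.5% at a log2 change of 1, 61.5% at 2, 88.5% at 3 and 95.0% at 4 among 19431 genes. Each gene was shuffled on its own in these data, so genes did not vary together as they do on real arrays. Changes of 2-fold were thus mostly below what this number of arrays can detect.

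The genes with the smallest p for HFC against LFC did not pass the adjustment (limma adjusted p 0.803 for each of the 3). Kcne1l was higher in HFC by 1.40 on the log2 scale (SE 0.26), in 10 of 10 time points, but under normexp background correction its difference was -0.06, where the median of all genes was -0.14. Anxa8 was higher by 1.68 (SE 0.33), also in 10 of 10 time points. Gm6418 had a difference of -1.10 (SE 0.22) and was higher in HFC at 1 of 10 time points.

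A list of 11 genes had been fixed before the data were examined, and held genes of adipose expansion, lipid synthesis, heat production and macrophages. For HFC against LFC over all time points, 0 of the 11 passed in limma adjusted over the list alone, 0 passed over all genes tested, and 5 had an unadjusted p under 0.05. Lep (leptin) was higher in HFC by 1.93 on the log2 scale (SE 0.79), in 7 of 10 time points, with mean levels of 0.66 (SD 2.31, n = 10) in HFC and -1.26 (SD 1.66, n = 10) in LFC. Mest (probe GT_Mm_44k_51_P124535) was higher by 1.40 (SE 0.46), in 8 of 10 time points. The macrophage genes Cd68, Itgax and Emr1 were higher by 1.05, 1.23 and 0.69, in 7, 8 and 7 of 10 time points. Fasn had a difference of -0.63, Ucp1 of -1.31, Scd1 of -0.28, Adipoq of 0.45, Ccl2 of 1.27 and Sfrp5 of 0.44, of which the last was -0.36 under normexp background correction, where the median of all genes was -0.14. Mest and Cd68 (limma adjusted p 0.0602 for both over the list alone) each passed under 8 of 26 alternatives. Without Day 6 both passed (limma adjusted p 0.0346), and without Week 3 Mest and Fasn (0.0471) and Cd68 and Itgax (0.0283) did. Over all 26 alternatives, Lep and Itgax each passed under 2, and Fasn, Adipoq and Emr1 each under 1. Fasn was saturated on 5 of 10 arrays of each diet, and Scd1 and Adipoq each on 4 HFC arrays and 2 LFC arrays, which limits how far their differences can be read.

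Over Week 3 to Week 18, Mest was the only gene of the list to pass adjusted over the list alone in limma (adjusted p 0.0091). It was higher in HFC than in LFC by 2.09 on the log2 scale (SE 0.54), in 5 of 6 weeks, with mean levels of 2.67 (SD 1.61, n = 6) and 0.58 (SD 0.53, n = 6). Over all genes tested its adjusted p was 0.850. Adjusted over the list alone, it passed under 18 of 22 alternatives, which included the data without Week 3 (1.58, limma adjusted p 0.0358). It did not pass without Week 9 (1.95, limma adjusted p 0.0790), with array quality weights (1.20, 0.0713), with the slide as a random block (1.24, 0.114) or in the unmoderated comparison (0.0702). Whether the effect of the diet on Mest differed between early and late time points was tested in limma as well, and the difference of 1.72 (SE 0.84) gave an adjusted p of 0.339 over the list alone. For the same difference between late and early time points, Sfrp5 had a value of 2.51 (SE 0.71). Its limma adjusted p of 0.0537 over the list alone was the smallest of the list and did not pass. Sfrp5 passed under 6 of 23 alternatives, among them without Week 12 (limma adjusted p 0.0123). Over Week 3 to Week 18, Itgax passed without Week 3 (limma adjusted p 0.0358), Lep without Week 12 (0.0416) and Sfrp5 without Week 12 (0.0277) or Week 15 (0.0389). Over all alternatives for these weeks, Itgax passed under 1 of 21, Lep under 2 of 22 and Sfrp5 under 6 of 21. Among the other genes over these weeks, the smallest p values belonged to Aph1a (1.08, SE 0.23, higher in 6 of 6 weeks), Pmepa1 (1.72, SE 0.37, higher in 5 of 6 weeks) and Elovl3, all with a limma adjusted p of 0.850. Elovl3 was well above background on 0 of 6 HFC arrays and on 3 of 6 LFC arrays, so no size is given for its difference. For the difference between late and early time points the smallest p values were those of Tlr12 (-3.26), Dbp (2.40) and Id3 (1.73), none of which passed.

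**Figure D1:**
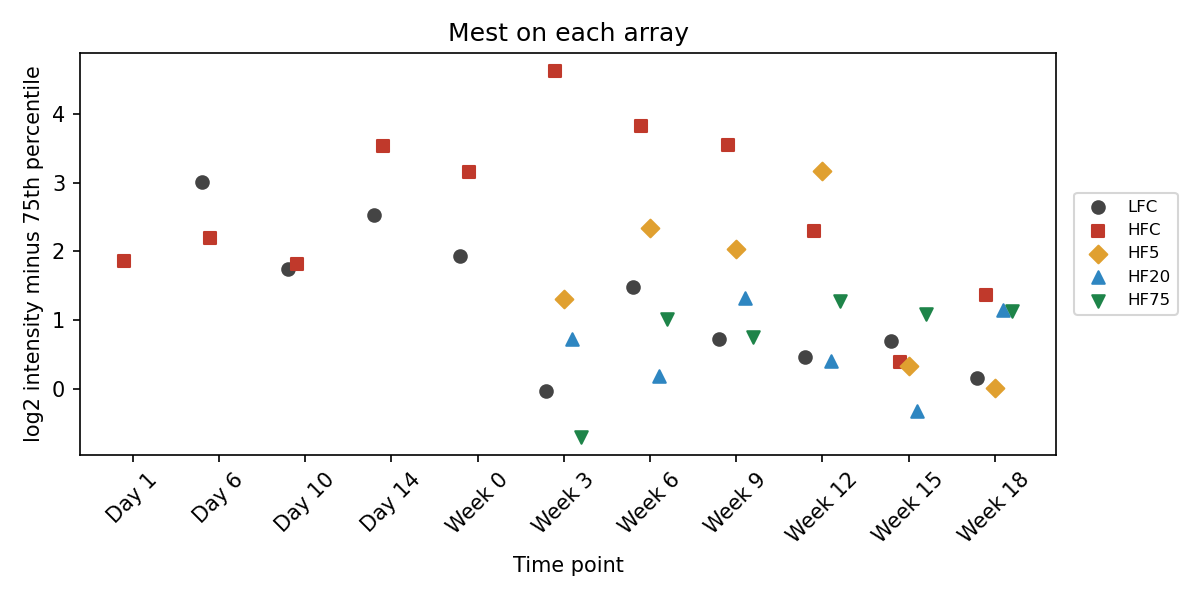
Level of Mest on each of the 39 arrays, as log2 intensity minus the 75th percentile of the array (y axis), by time point (x axis) and diet (symbols), with 1 array per symbol. From Week 3 to Week 12 the HFC arrays lay above the LFC arrays, and at Week 15 the HFC array (0.38) lay below the LFC array (0.70).

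The next comparisons asked whether KAL-1 changed expression under the high-fat diet. In limma, 0 of 21087 genes had an adjusted p under 0.05 for HF5, HF20 or HF75 against HFC. At an unadjusted p under 0.05, limma gave 287, 890 and 1059 genes for the 3 doses, and the unmoderated comparison gave 486, 594 and 510, with 0 after adjustment. Leaving out 1 week gave unadjusted limma counts from 197 (without Week 6) to 891 (without Week 12) for HF5, from 468 (without Week 3) to 2344 (without Week 18) for HF20 and from 572 (without Week 3) to 1669 (without Week 12) for HF75. The only alternative with genes after adjustment was normexp background correction, under which 8080 genes passed for HF20 against HFC. The highest unadjusted count came from the scan day as block for HF5 (1072), from normexp for HF20 (10168) and from the slide as a random block for HF75 (1931). With the noise of normexp estimated without spots far below their local background, the count was 0. The 3 doses as 1 group against HFC gave 0 genes in limma with 951 at an unadjusted p under 0.05, and the order HFC, HF5, HF20, HF75 gave 0 with 1064. Against LFC, HF5, HF20 and HF75 gave 0 genes in limma with 516, 598 and 765 at an unadjusted p under 0.05, and the unmoderated comparison gave 0 with 312, 231 and 351.

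Within the list of 11 genes, Mest was lower in the KAL-1 diets than in HFC. Its difference was -2.10 (SE 0.54) for HF20, higher in 0 of 6 weeks, with a limma adjusted p of 0.0090 over the list alone and 0.997 over all genes tested. For HF75 it was -1.91 (SE 0.54), higher in 1 of 6 weeks, with a limma adjusted p of 0.0205 over the list alone and 0.866 over all genes. For HF5 it was -1.14 (SE 0.54), higher in 1 of 6 weeks, which did not pass over the list alone (limma adjusted p 0.399). Adjusted over the list alone, the call for HF20 held under 15 of 22 alternatives and that for HF75 under 16 of 22. The deposited table matches the Week 12 arrays of HF5 and HF20 crosswise, so it and their exchange are not separate checks. For HF20 it held without Week 3 (-1.73, limma adjusted p 0.0368) and was lost without Week 6 (0.114), without Week 9 (0.0515), with the slide as a random block (0.0587), with array quality weights (0.0561), with the ratios of the authors' deposited table (0.112) and with the Week 12 arrays of HF5 and HF20 exchanged (-1.63, 0.107). For HF75 it was lost without Week 3 (-1.23, limma adjusted p 0.102), without Week 6 (0.126), without Week 9 (0.0536), with the slide as a random block (0.0582) and with array quality weights (0.151). In the unmoderated comparison, which is unpaired and uses the arrays of 2 diets only, both were lost (0.152 and 0.134). For the 3 doses as 1 group the difference was -1.72 (SE 0.44), and in dose order it changed by -0.67 per step (SE 0.17), with limma adjusted p of 0.0087 and 0.0082 over the list alone. These calls were lost without Week 3 (limma adjusted p 0.0506 and 0.0518), without Week 6 (0.0838 and 0.0853) and with array quality weights (0.107 and 0.0984), and that for the doses as 1 group also with the slide as a random block (0.0723). For the doses as 1 group Cd68 passed without Week 9 (limma adjusted p 0.0436), and Lep and Sfrp5 passed without Week 12 (0.0449 and 0.0440) or Week 15 (0.0358 and 0.0102). Over all alternatives for the doses as 1 group, Cd68 and Lep each passed under 2 of 21 and Sfrp5 under 5 of 20. In dose order Cd68 passed under 6 of 21 alternatives, among them without Week 9 (limma adjusted p 0.0350) or Week 12 (0.0431). These comparisons shared the 6 HFC arrays with each other and with HFC against LFC, so they were not independent of it. With the exchange of the Week 12 arrays, Mest differed from HFC by -1.60 for HF5 (limma adjusted p 0.121 over the list alone), close to the value for HF20. Against LFC, Mest differed by 0.95 in HF5, by less than 0.01 in HF20 and by 0.18 in HF75, and with the exchange by 0.49 in HF5 and 0.46 in HF20, so the order of these 2 doses is not established. The difference between HF20 and LFC changed sign under several alternatives, and that between HF75 and LFC was -0.24 with the slide as a random block. Itgax (-2.10, SE 0.67, higher in 1 of 6 weeks) and Sfrp5 (-1.47, SE 0.51, higher in 2 of 6 weeks) also passed over the list alone for HF75 against HFC (limma adjusted p 0.0264 and 0.0333), and no other gene of the list did for a single dose. Cd68 passed for HF75 without Week 9 (limma adjusted p 0.0413) and Sfrp5 for HF20 without Week 15 (0.0326). Over all alternatives, Cd68 passed for HF75 under 3 of 22. For HF20, Sfrp5 passed under 2 of 21, and Lep and Cd68 each under 1 of 22. Without Week 12, Fasn passed for HF5 and HF20 against LFC (limma adjusted p 0.0250 and 0.0484), and in each of these comparisons it passed under 2 of 22 alternatives. In dose order Itgax and Sfrp5 changed by -0.65 and -0.45 per step and passed over the list alone (limma adjusted p 0.0318 and 0.0379). These calls were less stable than those of Mest. For HF75 the call for Itgax held under 11 of 21 alternatives and was lost without Week 3 (limma adjusted p 0.0510), Week 6 (0.126), Week 15 (0.0657) or Week 18 (0.0860). The call for Sfrp5 held under 12 of 21 and was lost without Week 3 (0.102), Week 6 (0.192), Week 9 (0.0962) or Week 18 (0.0860). In dose order the call for Itgax held under 12 of 20 alternatives and was lost without Week 6 (limma adjusted p 0.0970), Week 15 (0.0801) or Week 18 (0.0844), and that for Sfrp5 held under 11 of 20 and was lost without Week 3 (0.101), Week 6 (0.149), Week 9 (0.102) or Week 18 (0.0844). Under normexp the value of Sfrp5 was 0.17 for HF75 and 0.19 per step, where the medians of all genes were 0.21 and 0.09, and it was well above background on 3 of 6 HF75 arrays. Whether the doses differed from each other was not tested.

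Outside the list, the smallest p values for HF5 against HFC were those of Trhde (-2.54), Hmmr (-1.27) and 6720460F02Rik (-1.29). For HF20 against HFC they were those of Fdxacb1 (-0.93), Gna14 (1.72) and Pcsk1 (2.55), and for HF75 against HFC those of Prrg3 (-1.29), C6 (-1.80) and Chrdl1 (-1.78). The doses together gave Pla2g2e (-1.50), C6 (-1.33) and Hmmr (-1.13), and the dose order gave Sox11 (-0.53 per step), Prrg3 (-0.41) and Ugt1a6b (-0.69). Against LFC, the smallest p values were those of Bglap1 (-2.10), Slc2a5 (-4.96) and 1700028J19Rik (-1.54) for HF5, of Fdxacb1 (-0.85), Slc38a2 (1.30) and Fuca2 (-0.75) for HF20, and of Bglap1, Gm11295 (-2.95) and Hmmr (-1.35) for HF75. Bglap1 was well above background on 0 of 6 HF75 arrays and on 5 of 6 LFC arrays, so no size is given for that difference. None of these genes passed in limma over all genes tested, and under normexp background correction Fdxacb1 (0.31 against HFC and 0.06 against LFC), Hmmr (0.61 for the doses together) and Sox11 (0.12 per step) had the opposite sign. The medians of all genes were 0.36, 0.22, 0.19 and 0.09 in these 4 comparisons, so for Fdxacb1 the value stayed below the median of all genes and for Sox11 it was near it.

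The change with the week of the experiment was tested with the diets as covariates. Over Week 3 to Week 18, limma gave 20 of 21087 genes with an adjusted p under 0.05, 5 of which rose and 15 of which fell, and 3273 genes at an unadjusted p under 0.05. The count depended on single weeks, since it was 2894 without Week 3, 3 without Week 6, 6 without Week 9, 51 without Week 12, 2 without Week 15 and 0 without Week 18. The genes with the largest rise per week were A930012L18Rik (0.17, SE 0.03), C130026I21Rik (0.16, SE 0.03), Gja1 (0.15, SE 0.03), Spdya (0.10, SE 0.02) and Ptges3 (0.06, SE 0.01). The genes with the largest fall were LOC630855 (-0.30, SE 0.05), Gm7776 (-0.24, SE 0.03), Cx3cr1 (-0.19, SE 0.03), Fam78a (-0.18, SE 0.04) and Rpl6 (-0.15, SE 0.03). The smallest adjusted p was that of Gm7776 (limma adjusted p 0.000777). The 5 arrays of a week were fitted as independent here, although they share the week and mostly the scan day, so only 6 weeks carry the slope. With 1 mean per week, an alternative added after the data were seen, limma gave 0 genes, with 1051 at an unadjusted p under 0.05 and a smallest adjusted p of 0.877. When weeks were exchanged, 40 of 100 splits gave at least 20 genes. The 20 genes are thus not established as changing with time. Without Week 3, Mest and Cd68 (limma adjusted p 0.0454) and Itgax (0.0169) passed over the list alone. Week and scan day coincided at every week except Week 6 and Week 12, so a change with time and a drift between scan days cannot be told apart here.

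Lists of genes for 8 functions of adipose tissue, fixed before the data were examined, were tested for HFC against LFC and for each dose against HFC. With camera at a preset correlation of 0.01 between genes, 21 of 32 tests had an adjusted p under 0.05. None of these calls held with fry, where 0 tests passed and 3 had an unadjusted p under 0.05, or with the correlation estimated from the data, where 0 passed and 5 had an unadjusted p under 0.05. The macrophage and inflammation list (16 genes) had a median log2 difference of 1.20 for HFC against LFC, and its mean was higher in HFC at 7 of 10 time points. An exact sign-change test over the time points, two-sided and added after the data were seen, gave p 0.0234 for it and 0.5 after adjustment over the 32 tests. A single list with the smallest p that 10 time points allow would be at 0.0625 after this adjustment, so a value over 0.05 there is no evidence against a list. The same list had a median of -0.37 for HF5, -0.997 for HF20 and -1.35 for HF75 against HFC. Without Week 3 the median was -0.73 for HF75, and without Week 12 it was -0.12 for HF5. For HF20 its mean was higher than in HFC in 0 of 6 weeks, with an exact two-sided p of 0.0312, the smallest that 6 weeks allow. With 6 weeks no single list could pass the adjustment, so its value of 0.5 decides nothing. The directions for this list were the same under quantile normalization and under both versions of normexp.

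Among the other lists, medians for HFC against LFC were 0.60 for adipokines and adipose expansion, -0.43 for lipogenesis, -0.25 for cholesterol synthesis, 0.40 for mature adipocyte genes, 0.25 for extracellular matrix, -0.66 for thermogenic genes and -0.05 for oxidative phosphorylation. For HF20 against HFC they were -1.12, -0.63, -0.24, -0.51, 0.01, 0.83 and -0.15 in that order, and for HF75 against HFC -0.84, -0.34, -0.44, -0.35, -0.78, 0.80 and 0.42. For HF5 against HFC they were -0.46, -0.69, -0.43, -0.22, -0.05, 0.18 and -0.13. These medians depended on single time points. Leaving out each in turn, 22 of the 32 medians kept their sign. For HFC against LFC, cholesterol synthesis (0.02) and oxidative phosphorylation (0.14) changed sign without Week 12. For HF5 the sign changed without Week 12 for extracellular matrix (0.31) and thermogenic genes (-0.09) and without Week 3 for mature adipocyte genes (0.03) and oxidative phosphorylation (0.11). For HF20 it changed for extracellular matrix without Week 6 (-0.48) and for oxidative phosphorylation without Week 3 (0.13), and for HF75 without Week 3 for lipogenesis (0.13) and mature adipocyte genes (0.28). The oxidative phosphorylation median for HF75 was 0.14 without Week 3, where the HF75 array had high muscle markers, and the thermogenic median for HF20 was 0.20 without Week 12. With the Week 12 arrays of HF5 and HF20 exchanged, the thermogenic median was 0.54 for HF20 and 0.39 for HF5, and the mean of that list was 0.42 and 0.57, so the order of the 2 doses is open. The camera adjusted p for that list then went from 0.00757 to 0.212 for HF20 and from 0.488 to 0.0194 for HF5. The median and the mean of the extracellular matrix list differed in sign for HF5 (mean 0.02) and for HF20 (mean -0.01). For HF20 the adipokine median of -1.12 was the value of Sfrp5, a gene of the fixed list that reversed under normexp (1.03). It is thus no separate result from that gene. The mean of the adipokine list differed by -0.97 for HF20 and was higher than in HFC in 2 of 6 weeks.

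The study took in genes that changed by 2-fold in every treated sample of some time point, and called a gene perturbed at a time point when a value averaged over replicates was over 2-fold. With 1 array per diet neither step could be repeated, so the shares given here count single-array differences and are not the study's count. Among genes well above background on at least 1 array of the pair, the share with a 2-fold difference between HFC and LFC was 18.4% at Day 6, 36.8% at Day 10, 35.1% at Day 14, 7.71% at Week 0, 43.5% at Week 3, 22.4% at Week 6, 30.6% at Week 9, 48.4% at Week 12, 22.5% at Week 15 and 45.7% at Week 18. The Week 0 and Day 14 arrays of the same diet, which fall on the same day of the experiment, differed by 2-fold at 19.3% of genes in LFC and 36.1% in HFC. The shares at Day 6 and Week 0 were below both of these values, those at Day 14, Week 6, Week 9 and Week 15 lay between them, and those at Day 10, Week 3, Week 12 and Week 18 were above both. The Day 14 and Week 0 arrays had been scanned on different days. The HFC and LFC arrays of a time point had shared a scan day, except at Day 6 and Week 12, which had the highest share. Both values thus also hold a difference between scan days that most of the shares lack. The HFC array of Day 14 had a high liver marker mean (2.94) and 84.1% of spots well above background, against 69.3% on HFC at Week 0. Of the 9077 genes behind the 36.1%, 7641 were lower at Week 0. The 36.1% and the share at Day 14 both rest on this array, so they may not stand for ordinary differences between arrays. The median share over time points was 32.8%. It was 15.3% under normexp with its noise estimated without spots far below their local background, where the Week 0 and Day 14 arrays differed at 7.61% of genes in LFC and 11.3% in HFC. The number of time points above both of these values was 4 in the main data, 6 in that version of normexp, 1 under normexp, 5 under quantile normalization, 3 with all probes and 6 for genes well above background on both arrays.

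**Figure D2:**
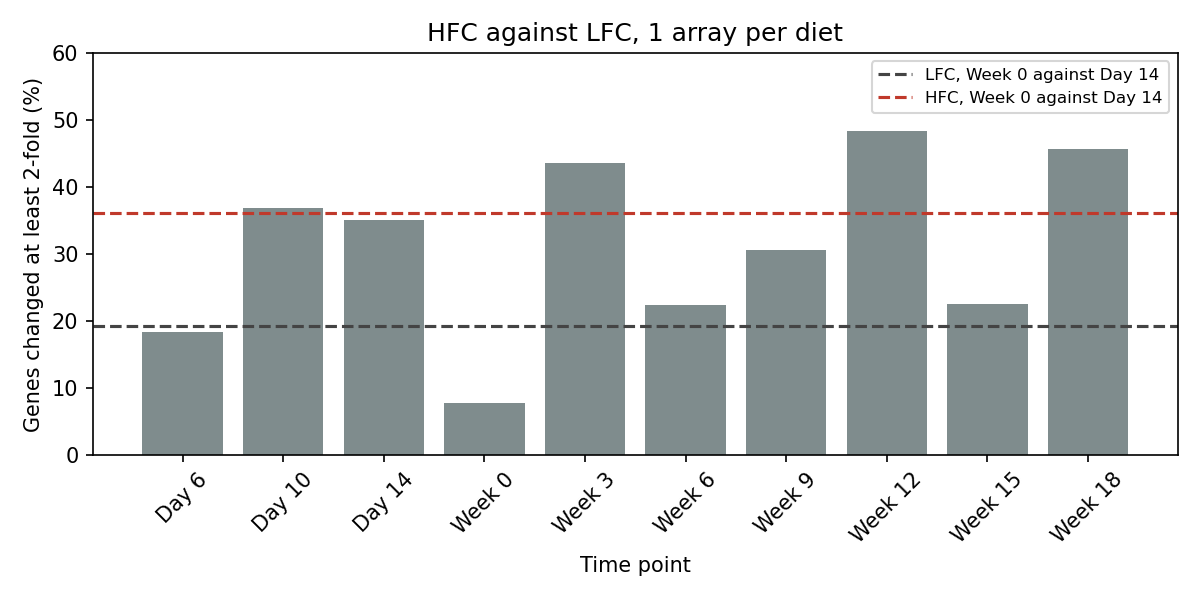
Share of genes with at least a 2-fold difference between the HFC and the LFC array of a time point (y axis, percent) at the 10 time points with both diets (x axis), with 1 array per diet behind each bar. Dashed lines give the same share between the Week 0 and Day 14 arrays of LFC (19.3%) and of HFC (36.1%), and 4 bars lie above both lines. The arrays behind each dashed line had been scanned on different days. The HFC line and the Day 14 bar rest on the HFC array of Day 14, which had a high liver marker mean (2.94).

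For genes that the study named along its perturbed paths in liver, 88 entries were listed, of which 3 were at Day 1 and were left out because LFC had no array of that day. Of the other 85 entries, 76 could be read at their own time point in these adipose arrays. Their median absolute log2 difference between HFC and LFC was 0.96, which was at percentile 100 among 10000 random lists matched on mean expression. The percentile was 92.6 under normexp, which moved it most. With 1 array per diet and time point, this describes these arrays only.

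A last comparison asked whether the doses moved expression from the level in HFC towards that in LFC. Across 19431 genes, the slope of the difference between dose and HFC on the difference between LFC and HFC was 0.564 for HF5, 0.709 for HF20 and 0.678 for HF75. Groups without any change that share the HFC arrays gave slopes from -0.0240 to 1.06 with a median of 0.511 (the central 95% of 1000 simulations), so the observed slopes lay within what shared arrays alone give. With the diet difference taken from Day 6 to Week 0, which shares no array with the doses, the slopes were 0.281, 0.378 and 0.208, against -0.439 to 0.420 for unchanged groups. These slopes depended on single weeks. Without Week 3 they were 0.0891 for HF5 and 0.199 for HF20, without Week 15 the slope was 0.117 for HF75, and for HF20 it was 0.468 without Week 12 and 0.423 without Week 18. The last 2 values lay above the range for unchanged groups, which had been simulated with all 6 weeks only. The genes are not independent replicates in these slopes. The differences of any pair of doses from HFC correlated across genes with r from 0.670 to 0.794, against -0.0342 to 0.816 for unchanged groups.

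Lists of marker genes were also read on each array. The mean of the immediate early list, which holds genes that rise within minutes of a stimulus, ran from -0.55 to 5.86 over the 39 arrays, with 6 arrays between -0.55 and -0.37 and 33 arrays from 4.06 upwards. Over Week 3 to Week 18, its mean by diet was 3.87 (SD 2.12, n = 6) in LFC, 5.12 (SD 0.57, n = 6) in HFC, 5.14 (SD 0.31, n = 6) in HF5, 5.32 (SD 0.13, n = 6) in HF20 and 4.13 (SD 2.21, n = 6) in HF75. No difference between diets was tested for it.

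**Figure D3:**
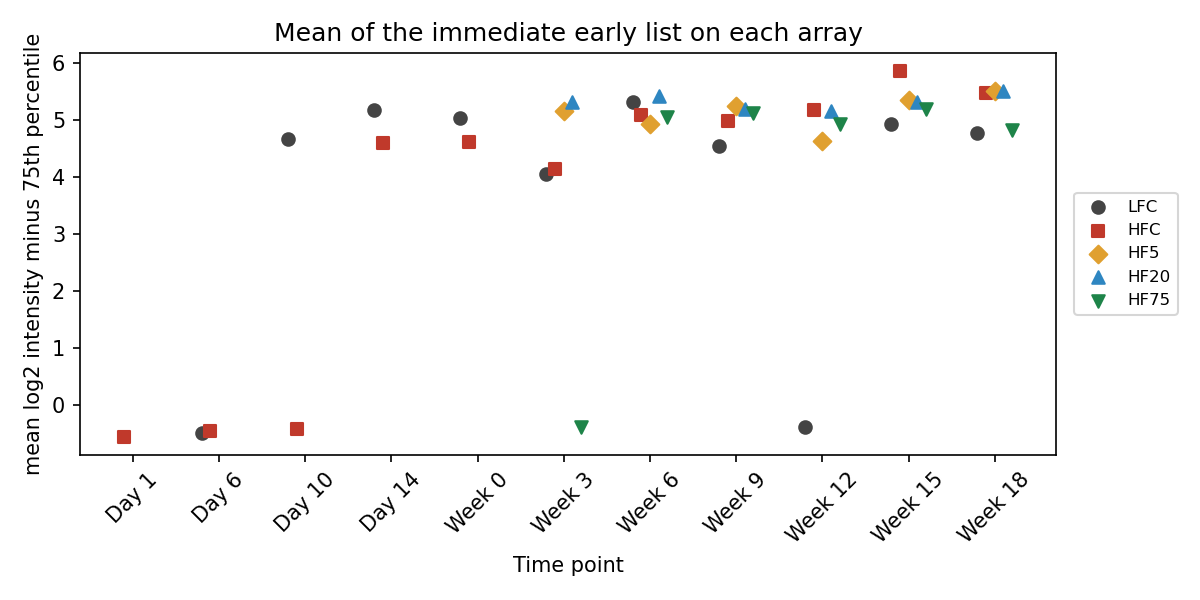
Mean of the immediate early list on each of the 39 arrays, as log2 intensity minus the 75th percentile of the array (y axis), by time point (x axis) and diet (symbols), with 1 array per symbol. On 6 arrays the mean was between -0.55 and -0.37, and on 33 arrays it was between 4.06 and 5.86.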

Values the study reported

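The study took its paths from liver arrays of the same experiment, for which it reported 40628 probes and 29411 gene symbols. Other tissues of the experiment, among them the subcutaneous adipose arrays analysed here, served to test how specific those paths were. It kept genes that reached 2 fold in every treated sample of some time point, and called a gene perturbed when its averaged change exceeded that. It reported that more processes were perturbed at Day 1, Day 35, Day 56 and Day 98 than at its other time points.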

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

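The tests of scan day, of skeletal muscle RNA, of an exchange of arrays and of the order of arrays by intensity, heat shock list or Dbp minus Arntl were chosen only after the result was seen. Among 92 groups of 4 to 10 arrays in which the array farthest from the others was examined, 15 passed the critical value, where chance alone gives about 4.6. HFC, with 11 arrays, was outside these groups. No biological explanation was tested for any of these arrays unless it is named.

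The HF75 array of Week 3 was far from the other 5 HF75 arrays in 4 lists. Its skeletal muscle marker mean was 7.47, with the others from -3.04 to 0.56, and its oxidative phosphorylation mean was 6.95, with the others from 3.75 to 4.83. Its macrophage and inflammation mean was -3.66, with the others from -0.52 to 1.09. All 12 of the listed muscle markers were higher there by over 2 on the log2 scale than the median of the other HF75 arrays, by 4.43 to 10.98. The level of Ckm was 7.93, that of Acta1 7.67 and that of Myh1 7.77. A candidate explanation is RNA of skeletal muscle in this sample, which the markers fit, and which would also carry oxidative phosphorylation transcripts. All 12 markers were well above background on most of the other 38 arrays, and 0 of them belong to another list. For the signal strength of the arrays, the relation with the muscle markers had r -0.161 and rho -0.306 across 39 arrays (permutation p 0.328 and 0.0576, the first 0.681 after adjustment over 5 relations), and r was -0.215 without the 2 arrays of most extreme intensity. This neither shows nor excludes a part for signal strength. A difference between mice or in dissection stays open.

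The immediate early mean of the HF75 array of Week 3 was -0.38, with the other HF75 arrays from 4.83 to 5.20. It was 1 of 6 arrays with low values of this list, between -0.55 and -0.37 (HFC at Day 1, Day 6 and Day 10, LFC at Day 6 and Week 12, and HF75 at Week 3), while the other 33 arrays lay between 4.06 and 5.86, across a gap of 4.43. Scan day as the whole cause is argued against by a range of 5.70 within a single scan day, out of 6.41 over all arrays. Signal strength as the whole cause is argued against by the order of all 39 arrays by their 75th percentile intensity. There 8 of 38 neighbouring pairs lay on opposite sides of the gap, where a level or band of intensity allows at most 2 and a random order gives about 10.2. In the order of Dbp minus Arntl, a measure of the time of day, 10 of 38 pairs did, but a value of this measure can stand for different times of day. In the order of the heat shock list 1 of 38 did, so the 6 arrays lay together at an end of it, but this had been seen before the test and cannot count for an explanation. Handling of the tissue between death and freezing could move this list, but handling and time of day cannot be told apart here, since the labels give neither. Of the 6 arrays, HF75 at Week 3, HFC at Day 1 and Day 6 and LFC at Day 6 also had high skeletal muscle means. LFC at Week 12 had at most 1.26, while HF5 at Week 12 had 5.44 with an immediate early mean of 4.64. A relation with the muscle markers was not tested.

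Relations within the 33 arrays were tested as well, and they concern only the spread of the immediate early list among those arrays, not what separates the 6. None passed the adjustment, so signal strength, handling and time of day cannot be told apart for that spread. With the 75th percentile intensity r was -0.0777 and rho -0.146 (permutation p 0.668 and 0.416, r -0.273 without the 2 most extreme arrays). With Dbp minus Arntl r was -0.110 and rho -0.0277 (permutation p 0.542 and 0.878, r -0.200 without the 2 most extreme). With the heat shock list r was 0.363 and rho 0.357 (permutation p 0.0391 and 0.0416, the first 0.196 after adjustment over 5 relations), and r was 0.371 without the 2 most extreme arrays. Within the 6 arrays r with the heat shock list was -0.215 (exact permutation p 0.681) and rho 0.143 (exact permutation p 0.803). With the list mean as a covariate, limma gave 34 genes for the change per week.

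The HF20 array of Week 12 had a thermogenic mean of 2.08, with the other HF20 arrays from -2.86 to -1.51, and an oxidative phosphorylation mean of 5.37, with the others from 3.27 to 3.93. This array and the HF5 array of Week 12 matched each other's column in the deposited table. The correlations across probes were 0.999 crosswise for both, against 0.664 and 0.665 as labelled, and between 0.994 and 1.00 for the 26 other arrays that could be matched. The 10 LFC columns were 0 throughout and the Day 1 column had no LFC array, so these were not matched. An exchange of the pair, in the table or in the array files, may thus be present. The title of the HF5 sample of Week 12 has a B after the week where those of HF20, HF75 and HFC have an S, and its column matched the array filed as HF20, on which Ucp1 was at 6.51. The labels do not explain the letter, so which side is right, and whether that array held another adipose depot, stay open. With the pair exchanged, the limma count for the change per week was 21, and Mest for HF20 against HFC differed by -1.63. A larger share of brown or beige adipocytes stays open as an untested explanation for the thermogenic value.

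The HF20 array of Week 15 had 87.8% of spots well above background, with the other HF20 arrays from 56.6% to 66.0%, and 4936 spots with an outlier flag, with the others from 39 to 78. Spots with such a flag do not explain the share on their own, which was 86.2% without them. What else differed on this array was not tested. The LFC array of Day 14 had 132 spots with an outlier flag, with the other LFC arrays from 31 to 84. The HF75 array of Week 12 had a 75th percentile intensity of 1285, with the others from 328 to 612, and 882 saturated spots, with the others from 111 to 352. A stronger signal brings more saturated spots, so these 2 values are not independent.

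The lymphocyte marker mean of the HF75 array of Week 9 was -0.55, with the others from -4.98 to -4.00, and no explanation was tested. The liver marker mean of the LFC array of Week 18 was -0.73, with the other LFC arrays from -6.37 to -3.42. The Y-linked mean was -0.44 on the HF5 array of Week 3, with the others from -1.90 to -1.39, and -2.36 on the HF75 array of Week 6, with the others from -1.51 to -1.08. No explanation was tested for these values either. Arrays that no group test named also had high means, such as a liver marker mean of 2.94 on the HFC array of Day 14, and skeletal muscle marker means of 6.16 on HFC at Day 1, 5.44 on HF5 at Week 12, 4.91 on HFC at Day 6 and 4.31 on LFC at Day 6.

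The Day 1 column of HFC entered the comparisons only in an added alternative. With Day 1 from the authors' deposited table, limma gave 0 genes for HFC against LFC (1088 at an unadjusted p under 0.05) and 0 for late against early (674 at an unadjusted p under 0.05). In the authors' deposited table, 56.3% of genes (13726 of 24399) differed by 2-fold at Day 1, which is above the 36.1% between the Week 0 and Day 14 arrays of HFC. These shares are not alike. The Day 1 share took ratios to a reference that is not known, and genes well above background on the HFC array alone. The other took the main values and genes well above background on at least 1 array of the pair, and rests on the HFC array of Day 14 with its high liver markers. With 1 array per diet and no LFC array of Day 1 analysed here, no explanation was tested.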

How the results depend on the processing

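Chosen only after the data were seen were array quality weights, the immediate early mean as a covariate, the exchange of the Week 12 arrays, Day 1 from the deposited table, 1 mean per week, normexp estimated without spots far below their local background, both versions of normexp and the exchange for the lists, and the sign-change test. The 10 limma comparisons between diets other than HF20 against HFC gave 0 genes under every alternative that was run, with unadjusted counts between 115 (HF5 against HFC) and 6916 (dose order), and with the unmoderated comparison of group means, where that applied, between 231 and 510.

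For HF20 against HFC, normexp background correction gave 8080 genes and the 21 other alternatives gave 0. A candidate cause is a small number of spots whose local background lay far above their own signal. Between 1 and 27 of 45220 spots on 15 arrays were more than 30 units below it, and they widened the noise term of normexp (to 1775 on the HF20 array of Week 6, and 3.40 without them, with a median of 0.806 on arrays without such spots). With those spots left out of the estimate the count was 0, with 2868 genes at an unadjusted p under 0.05. Normexp also moved the median of all genes by over 0.1 in several comparisons, with 0.36 for HF20 against HFC and 0.18 in the version without those spots, against 0.05 in the main values.

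The change per week gave 1 gene with normexp, 9 with normexp without those spots, 3 without the filter on dim probes, 1 with the slide as a random block, 489 with array quality weights and 34 with the immediate early mean as a covariate. With 1 mean per week limma gave 0 genes (1051 at an unadjusted p under 0.05), while the main fit treats the arrays of a week as independent. Leaving out each week gave from 0 genes (without Week 18) to 2894 (without Week 3). The cause was not tested for the others. The camera calls fell from 21 to 0 with fry and 0 with an estimated correlation, which both take up the correlation between genes. The sign-change test over time points also gave 0, but its smallest possible p is 0.0312 with 6 weeks and 0.00195 with 10 time points, so over 32 tests this count was nearly fixed by the design and is no evidence against the camera calls. The median share of 2-fold changes was 15.3% under normexp without those spots. The percentile of the liver path genes was 96.4 with quantile normalization, 92.6 with normexp and 97.5 with normexp without those spots, and the cause was not tested.

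Under normexp the sign reversed for Kcne1l (-0.0617) and Sfrp5 (-0.36) in HFC against LFC, Fdxacb1 in HF20 against HFC (0.31) and against LFC (0.0618), Hmmr for the doses together (0.61) and Sox11 in dose order (0.12). In the version without those spots the values were -0.12 for Sfrp5 and 0.13 for Hmmr, which equal or nearly equal the shift of all genes (medians -0.12 and 0.12) and show no reversal of a gene. Under normexp Kcne1l (median of all genes -0.14) and Fdxacb1 (medians 0.36 and 0.22) kept their direction relative to the median, and Sox11 was 0.03 above it. Hmmr was 0.43 above it and Sfrp5 in HFC against LFC 0.22 below it (-0.22). Sfrp5 also reversed under normexp in HF20 against HFC, from -1.12 to 1.03 and 0.68 above the median, and in HF75 against HFC (0.17), HFC against LFC over Week 3 to Week 18 (-0.20), the doses together (0.28), dose order (0.19) and HF5 against LFC (-0.57). In the version without those spots it was 0.09 in HF20 against HFC and -0.20 in HF5 against LFC. Other genes of the fixed list that reversed under normexp had main differences of at most 0.35. For Mest in HF20 against LFC, where the main difference was near 0, the value was 0.20 with the scan day as block, 0.46 with the deposited table and 0.46 with the Week 12 arrays exchanged, and 0.25 without Week 6, 0.00593 without Week 12, 0.20 without Week 15 and -0.20 without Week 18. For Mest in HF75 against LFC it was -0.24 with the slide as a random block. The deposited table matches the Week 12 arrays of HF5 and HF20 crosswise, so its 0.46 and that of the exchange are not separate reversals. For the other values the cause was not tested, apart from the shift of all genes under normexp given above. A tally of such checks covered only part of the results. In it, 304 values of counts and summaries and 1323 of single genes were rated as unchanged. Among counts and summaries, 12 were rated weaker, 5 stronger and 4 moved. Among single-gene values, 84 fell below the threshold, 3 rose above it and 15 reversed, with Sfrp5 counted only in HFC against LFC. An unchanged rating allowed some movement, since 15, 28 and 30 genes for the change per week received it against 20 in the main fit. A count of 0 that stayed 0 was rated unchanged, as was a gene that kept its sign and failed the threshold both times. HFC against LFC received this rating under normexp, with 3372 genes at an unadjusted p under 0.05 against 1165. The tally thus mostly records that little passed in either fit, and is weak evidence of stability. Shares and slopes have no threshold.

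No slide term was fitted for HFC against LFC over all time points or for late against early, since only 1 slide held 2 of those arrays. The deposited ratios and the scan-day block were not run for the change per week, because the first are relative to LFC of the same week and the second takes up the week. Signal over background limits dim genes, since between 49.3% and 87.8% of spots were well above background on an array.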

Other observations

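The test of the spots behind the normexp count was chosen only after the result was seen. Splits of the same arrays, each set including the real one, did not exclude chance for any limma comparison. For HFC against LFC, 22 of 100 splits gave as many genes at an unadjusted p under 0.05 as the real diets, and 80 of 100 did for late against early. For Week 3 to Week 18, 20 of 32 splits did for HFC against LFC, 22 of 32 for HF5 against HFC, 19 of 32 for HF20 and 18 of 32 for HF75. Against LFC, 20 of 32 did for HF5, 23 of 32 for HF20 and 30 of 32 for HF75. For the doses together 35 of 100 did, and for the dose order 26 of 100. For the change per week, 40 of 100 splits gave as many genes with an adjusted p under 0.05 as the 20 found.

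The 8080 calls for HF20 against HFC under normexp are consistent with a few spots far below their local background, since leaving these spots out of the noise estimate gave 0 genes.

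Means of other lists over Week 3 to Week 18, which all 5 diets had, ran as follows. The skeletal muscle mean had the widest range, from -2.41 (SD 1.91) in HFC to 0.52 (SD 3.63) in HF75, with -0.90 in LFC, -0.32 in HF20 and -0.08 in HF5. Muscle RNA was not separated from the comparisons of the doses with HFC. The heat shock mean ran from 4.71 (LFC) to 5.53 (HF20). The mean for lymphocyte markers ran from -3.91 (HFC) to -2.26 (LFC), that for mammary and simple epithelium markers from -4.53 (LFC) to -4.18 (HF5), that for skin markers from -5.85 (HFC) to -5.29 (LFC) and that for liver markers from -5.56 (HF5) to -4.74 (LFC). The red blood cell mean ran from 4.28 (HFC) to 5.08 (LFC), the circadian clock mean from -1.25 (LFC) to -0.58 (HF20) and the cell cycle mean from -2.80 (HF75) to -1.77 (HFC). The Y-linked mean ran from -1.52 (HF75) to -1.22 (HFC), and Xist, the X-inactivation gene, from -7.65 (HFC) to -6.59 (HF20). No difference between diets was tested for these lists. The highest correlation between any 2 arrays was 0.989, between the HFC and LFC arrays of Week 0.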
